# Generation of metabolically functional hepatocyte‐like cells from dedifferentiated fat cells by Foxa2, Hnf4a and Sall1 transduction

**DOI:** 10.1111/gtc.12814

**Published:** 2020-11-10

**Authors:** Reiko Hagiwara, Yoshinao Oki, Takashi Matsumaru, Shiho Ibayashi, Koichiro Kano

**Keywords:** DFAT, direct reprogramming, gene expression analysis, hepatocyte, zonation

## Abstract

Mature adipocyte‐derived dedifferentiated fat (DFAT) cells have been identified to possess similar multipotency to mesenchymal stem cells, but a method for converting DFAT cells into hepatocytes was previously unknown. Here, using comprehensive analysis of gene expression profiles, we have extracted three transcription factors, namely Foxa2, Hnf4a and Sall1 (FHS), that can convert DFAT cells into hepatocytes. Hepatogenic induction has converted FHS‐infected DFAT cells into an epithelial‐like morphological state and promoted the expression of hepatocyte‐specific features. Furthermore, the DFAT‐derived hepatocyte‐like (D‐Hep) cells catalyzed the detoxification of several compounds. These results indicate that the transduction of DFAT cells with three genes, which were extracted by comprehensive gene expression analysis, efficiently generated D‐Hep cells with detoxification abilities similar to those of primary hepatocytes. Thus, D‐Hep cells may be useful as a new cell source for surrogate hepatocytes and may be applied to drug discovery studies, such as hepatotoxicity screening and drug metabolism tests.

## 1 INTRODUCTION

Primary hepatocytes have been widely used for disease modeling, such as hepatitis C viral infection, and for drug metabolism and pharmacokinetics analyses (Azuma et al., 2007; Gómez‐Lechón et al., 2004; Lázaro et al., 2007). However, primary hepatocyte cultures show low proliferative capacity (Levy et al., 2015) and often exhibit progressive dedifferentiation, which often result in a relatively short lifespan and a rapid decline in liver‐specific functions (LeCluysse et al., 1996; Papeleu et al., 2003, 2006; Rogiers & Vercruysse, 1998). In order to address these issues, other cell types, such as stem cells, must be established as reliable in vitro hepatic models.

A potential alternative to primary hepatocytes is hepatocyte‐like cells derived from mesenchymal stem cells, which are capable of differentiating into most mesodermal cell types, as well as endodermal cell types (Spees et al., 2016; Wang et al., 2020). Cultured mesenchymal stem cells are of advantage in that they can be obtained in high quantities without losing their multipotency, in comparison with nonproliferative hepatocytes. These cells can differentiate into hepatocyte‐like cells that express liver‐specific genes and display the characteristic phenotypes of primary hepatocytes (Guo et al., 2017; Yin et al., 2015). Unfortunately, differentiation of these cultured stem cells is inefficient, and the resulting hepatocyte‐like cells often exhibit reduced functional capacity compared with that of primary hepatocytes.

However, direct reprogramming technology has the potential to solve these problems. Overexpression of lineage‐specific transcription factors can directly shunt terminally differentiated cells down into specific other lineages without first establishing pluripotent stem cells (iPS cells) (Shiota & Yasui, 2012). Recently, several studies have reported methods for the direct conversion of mouse fibroblasts into hepatocyte‐like cells, called induced hepatocytes (iHep cells), by the forced expression of different transcription factor combinations. Specifically, Huang et al. have shown that lentiviral vector‐mediated transduction of Gata4, Hnf1a and Foxa3, and inactivation of p19Arf could transdifferentiate mouse tail‐tip fibroblasts into iHep cells (Huang et al., 2011). Sekiya and Suzuki have also shown that Hnf4a and Foxa2 transduction in mouse embryonic fibroblasts are sufficient to direct hepatic reprogramming (Sekiya & Suzuki, 2011). Furthermore, recent studies have shown that human iHep cells can be generated from fibroblasts and adipose‐derived stem cells using a similar strategy, although implementing different factors from those used in mice (Du et al., 2014; Huang et al., 2014; Nakamori et al., 2017). These reports indicate that different combinations of master regulators of hepatocyte differentiation can be used for the direct reprogramming in various cell types. Thus, it is crucial to find the most effective combinations of factors for inducing functional hepatocytes.

To screen for master regulators of hepatocyte differentiation, candidate genes have been selected from transcription factors involved in hepatocyte differentiation during liver development (Huang et al., 2011; Sekiya & Suzuki, 2011). However, these experiments are highly time‐ and labor‐intensive, as they require repeated transfections of candidate genes into cells using viral vectors and screening for induction of hepatocyte differentiation. Recently, several studies have used comprehensive gene expression analysis to show novel gene signatures associated with liver diseases (Smalling et al., 2013) and to further identify novel genes that are possibly associated with heart diseases (Li et al., 2019). Thus, comprehensive gene expression analysis may be a useful tool for selecting candidate genes and identifying efficient master regulators of hepatocyte differentiation.

In mammals, terminally differentiated cells have been determined to be generally incapable of reversing the differentiation process (Brockes & Kumar, 2005; Carlson, 2005). However, we have reported the use of in vitro dedifferentiation strategy, called the ceiling culture method, which exploits the buoyant properties of mature adipocytes. Using this technique, the phenotype of fully differentiated adipocytes could be switched to a more primitive one, featuring an extensive proliferative ability (Yagi et al., 2004). This newly established cell line, called dedifferentiated fat (DFAT) cells, then exhibits characteristics comparable to those of adipose‐derived stem cells (ASCs), found in the stromal vascular fraction of adipose tissue (Matsumoto et al., 2008). DFAT cells exhibit adipogenic, osteogenic, chondrogenic, cardiomyogenic, angiogenic, myogenic and neurogenic potentials under proper conditions both in vitro and in vivo (Kazama et al., 2008; Matsumoto et al., 2008; Nobusue et al., 2008; Oki et al., 2008; Yamada et al., 2014). Thus, compared to ASCs, DFAT cells have unique advantages in terms of their abundance, ease of isolation and homogeneity. These properties make DFAT cells applicable to drug discovery studies and cell‐based therapies for organ failure. However, it is not yet clear whether mature adipocyte‐derived DFAT cells are able to give rise to functional hepatocytes.

Thus, in this present study, we investigated whether functional hepatocytes can be generated from mature adipocyte‐derived DFAT cells through a direct reprogramming method. Through comprehensive analysis of the global expression profile of hepatocytes, adipocytes, hepatic stem cells and DFAT cells, we identified three transcription factors—Foxa2, Hnf4a and Sall1 (FHS)—that can induce hepatocyte differentiation. After hepatogenic induction, FHS‐infected DFAT cells showed typical epithelial morphology, similar to primary hepatocytes, and further exhibited increased expression and function of hepatocyte‐specific genes. Additionally, metabolism of hepatotoxic drugs resulted in injury to hepatocytes derived from DFAT (D‐Hep) cells. These findings showed that D‐Hep cells exhibit functional features of mature hepatocytes in vitro, including detoxification capabilities.

## 2 RESULTS

### 2.1 Extraction and identification of master regulators of hepatocyte differentiation in DFAT cells by comprehensive gene expression analysis

To identify master regulators of hepatocyte differentiation to induce conversion of DFAT cells into hepatocytes, we analyzed the gene expression profiles of mature adipocytes (AC), DFAT cells, hepatocytes (HC: as the target cell) and resident liver stem cells (RLSC: as hepatic stem cells) by using the Affymetrix GeneChip Mouse Genome Array, which can detect the regulation of 45,101 probe sets. 

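Values of 6 of these arrays were analysed here, 3 of AC and 3 of DFAT cells. AC were mature adipocytes from mouse fat tissue, and DFAT cells were the proliferating line that ceiling culture gave from such adipocytes. Between the groups, 9152 probe sets were higher and 8133 were lower in DFAT cells at an adjusted p under 0.05 from limma, with 1739 and 2003 of them at least 4-fold higher and lower. The calls covered 38.4% of the 45037 probe sets that remained after the 64 control probe sets were left out. Among the genes with the largest increases in DFAT cells were Rrm2, a subunit of ribonucleotide reductase, at a log2 difference of 7.88, and S100a4 at 7.56. Among the largest decreases were Cdo1, an enzyme of cysteine breakdown, at -9.80, and Amy1, an amylase, at -9.59. Without AC replicate 1, whose array stood apart, 10674 probe sets were higher and 10324 lower.
The authors normalized the scanner data with RMA, which corrects the background, brings the arrays to one distribution and summarizes the probes of each probe set as 1 value on the log2 scale. The medians were 5.09, 4.98 and 5.11 on the AC arrays and 4.93, 4.94 and 4.92 on the DFAT arrays. Across probe sets, the array of AC replicate 1 had a Pearson correlation of 0.971 and 0.970 with the other AC arrays, which had 0.992 with each other, and the DFAT arrays had 0.995 to 0.996. The number of arrays limits the precision, and the p-values measure only the spread between these arrays. The text speaks of biological replicates, but neither it nor the labels say whether the arrays of a group came from separate animals or cultures. The methods call DFAT a cell line, established from adipocytes of GFP transgenic mice, an origin not stated for AC. If the DFAT arrays came from the same line, their spread and the p-values do not extend to other DFAT lines. The text names One-Cycle reagents for the labelling, and the sample labels name another kit of the same maker. HC and RLSC arrays were not analysed here.
Each probe set was tested by a linear model of the values as deposited, with moderated variances and Benjamini-Hochberg adjustment. Of the calls, 52.9% were higher in DFAT cells. This share was 63.0% when each array was centred on its median, 12.5% when arrays were centred on 14 reference genes, and 78.5% when they were centred on the hybridization controls, a setting chosen after seeing the data. The median difference of all probe sets was -0.06 as deposited, -0.75 with the reference genes and 0.40 with the hybridization controls. Of the 14 reference genes, 10 were higher in DFAT cells and 1 was lower as deposited, among them Pgk1 of glycolysis at 1.99 and the transferrin receptor Tfrc at 2.24. In place of the detection calls, a probe set was taken to be at background level in a group when it lay, on all 3 arrays, at or under the 95th percentile of 119 probe sets for sensory, lens, retina and sperm genes. That level was 5.14, 5.22 and 5.16 on the AC arrays and 5.07, 5.09 and 5.07 on the DFAT arrays. Rrm2 was at background level in AC, and Cdo1 and Amy1 were in DFAT cells, so neither the size nor the rank of their differences is exact, as for every gene at background level in a group.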

The microarray data discussed in this publication were previously deposited in NCBI’s GEO database (Barrett et al., 2009), which is accessible through GEO accession numbers GSM4732619, GSM4732620, GSM4732621, GSM4732622, GSM4732623, GSM4732624 (series GSE156495), GSM785818, GSM785819, GSM785820 and GSM162863.

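Before any transduction, 11 of 20 measured hepatocyte transcription factors were at background level in DFAT cells and 9 were in AC, with 8 in both. Between AC and DFAT cells, 6 of the 20 fell, 2 rose and 12 did not pass the test, and the counts were 6 and 2 when adjusted over the list alone. Nr5a2, counted as a fall, lay above the background level on AC replicate 1 alone, at 5.76 against 5.14. Onecut2, counted as a rise, did so on DFAT replicate 1 alone, at 5.12 against 5.07. These calls thus hardly measure a change above background. Foxa1, a pioneer factor of endoderm, fell from a log2 value of 7.24 ± 1.37 (SD, n = 3) in AC to 3.72 ± 0.52 (SD, n = 3) in DFAT cells (adjusted p = 0.00245 from limma). Hhex, a homeobox factor needed for the liver bud, fell from 6.26 ± 1.19 (SD, n = 3) to 4.06 ± 0.12 (SD, n = 3; adjusted p = 0.00978 from limma). Atf5 rose from 9.93 ± 0.35 (SD, n = 3) to 11.22 ± 0.08 (SD, n = 3; adjusted p = 0.001 from limma), and Onecut2 rose by 1.17 on the log2 scale from background level in AC, a difference of -0.08 when values under the background level were set to it. Foxa3, Gata4, Nr1h4 and Nr1i2 were at background level in both groups.
Foxa1 was 8.82 on the array of AC replicate 1 and 6.58 and 6.34 on the other AC arrays, and Hhex was 7.64 there and 5.53 and 5.63 on the others. The 18 endothelial markers had a mean of 9.78 on that array and of 7.96 and 7.91 on the others. The 14 epithelial and mammary markers had 8.98 there and 8.37 and 8.32 on the others. The 18 macrophage markers went the other way, with 6.68 there and 8.52 and 8.64 on the others. Without the array of AC replicate 1, Foxa1 and Hhex fell by 2.74 and 1.52, and 8 of the 20 factors fell. The count of factors that fell was 7 without AC replicate 2 and 5 without AC replicate 3. It was 3, 4 and 3 without DFAT replicate 1, 2 and 3. As a group, the factors had a mean difference of -0.40 (camera, adjusted p = 0.281, and adjusted p = 0.519 with an estimated correlation). The mean was 0.06, with 2 factors lower, when arrays were centred on the hybridization controls, and 17 factors were lower when they were centred on the reference genes. The list holds Foxa2, Hnf4a and Sall1, which the study chose in part on these arrays.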

By comparing the microarray data obtained from DFAT cells and HCs, we expected to identify master regulators of hepatocyte differentiation that were initially absent in DFAT cells. However, we included data from RLSCs to narrow down the candidates to only those genes required for the commitment to a hepatogenic cell fate, as HCs express a number of genes related to mature hepatic functions. Furthermore, DFAT cells, which have the ability to redifferentiate into adipocytes, can also express differentiation regulators that are common to both adipocytes and hepatocytes. Thus, to remove those common regulators, we additionally analyzed ACs. 

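Of 27 measured regulators known from both adipocytes and hepatocytes, 4 were at background level in DFAT cells and 1 was in AC. In DFAT cells 21 of them fell, 1 rose and 5 did not pass the test, with 22 lower and 1 higher when adjusted over the list alone. Cebpa and Pparg, which drive fat cell differentiation, fell but stayed above background level. Cebpa fell from a log2 value of 12.12 ± 0.16 (SD, n = 3) in AC to 9.21 ± 0.09 (SD, n = 3) in DFAT cells, and Pparg from 11.51 ± 0.15 (SD, n = 3) to 9.34 ± 0.03 (SD, n = 3), with an adjusted p of 1.94e-06 and 7.97e-06 from limma. Mlxipl, the carbohydrate response element binding protein, fell by 5.63 on the log2 scale to background level, and Klf15 fell by 4.86. Ppargc1a and Ppara, regulators of fatty acid oxidation, also fell to background level, by 2.82 and 2.51. Srebf2, which controls cholesterol synthesis, rose by 2.12 (adjusted p = 0.000192 from limma). Rxrb and Esrra did not pass the test, with differences of -0.01 and 0.38.
The mean difference of the list was -1.65 (camera, adjusted p = 1.02e-06, and adjusted p = 0.129 with an estimated correlation). Its mean on the AC arrays was 9.05 for replicate 1 and 9.47 and 9.43 for the others, where the 18 macrophage markers had 6.68 and then 8.52 and 8.64. Without AC replicate 1, 23 of the regulators were lower. Centred on the hybridization controls, 14 were lower and 2 were higher, and centred on the reference genes, 25 were lower. Of the 3 probe sets of Tef, which fell by 0.69, another passed the test in the opposite direction, and the mean over them was 0.12.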

First, we determined the number of highly expressed probe sets in HCs and RLSCs to extract genes specific for hepatocyte differentiation. Probe sets with ≥fourfold increased expression were considered to have expression differences. Compared with ACs, 1626 differential probe sets were up‐regulated in HCs, whereas 2,636 differential probe sets were up‐regulated in RLSCs. In contrast, compared with DFATs, 1,418 differential probe sets were up‐regulated in HCs, whereas 1,042 differential probe sets were up‐regulated in RLSCs. In all four comparison groups (HC > AC, RLSC > AC, HC > DFAT and RLSC > DFAT), 126 differential probe sets were identified in common (Figure 1a).

**FIGURE 1:**
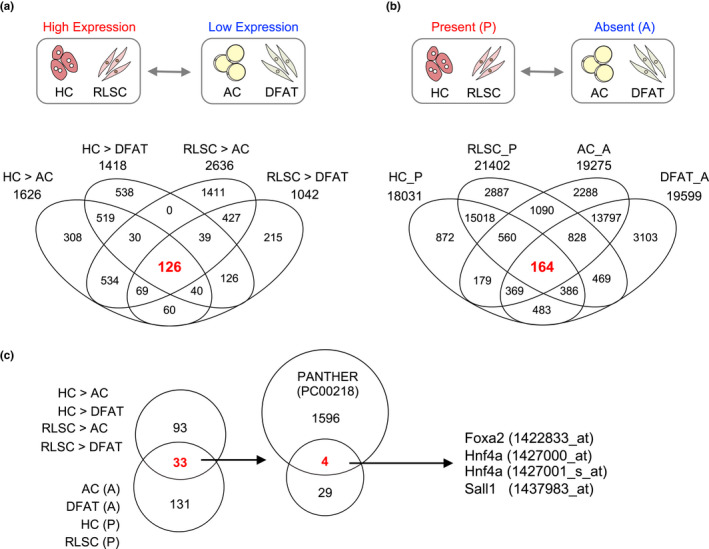
Identification of candidate master regulators of hepatocyte differentiation. (a) Fold change. Venn diagram shows the overlap of common probe sets. The diagram labels indicate the four comparison pairs. HC > AC, up‐regulated (>log_2_2) in HC compared to AC; RLSC > AC, up‐regulated (>log_2_2) in RLSC compared to AC; HC > DFAT, up‐regulated (>log_2_2) in HC compared to DFAT; and RLSC > DFAT, up‐regulated (>log_2_2) in RLSC compared to DFAT. (b) MAS5.0 call. Venn diagram shows the overlap of common probe sets. HC_P, probe sets present in HC; RLSC_P, probe sets present in RLSC; AC_A, probe sets absent in AC; and DFAT_A, probe sets absent in DFAT. (c) Analysis of overlapping genes. Venn diagram shows the overlap of common probe sets in the (a) vs. (b) (left), and probe sets for transcription factors (right). Annotation information for "transcription factor" (Class ID: PC00218) was obtained from the PANTHER Classification System

Next, to provide an accurate count of the number of probes that were expressed in HCs and RLSCs, an assessment of the detection sensitivity was needed. If signal values fall below a reliable detection limit, the values are deemed not useful for determining signal ratios. To determine which genes showed a reliable level of RNA expression, the MAS5.0 call was used in analyzing the signals based on absent/present calls for each probe set. First, those genes that showed reliable signal levels in biological replicates were identified. When a transcript was reliably detected, it was given a detection call of “P” (present), and when it was not detected, it was given a detection call of “A” (absent). In total, 18,031 differential probe sets had P‐call values in HCs, 21,402 differential probe sets had P‐call values in RLSCs, 19,275 differential probe sets had A‐call values in ACs, and 19,599 differential probe sets had A‐call values in DFAT cells. 

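In the values analysed here, 21037 probe sets (46.7%) were at background level in AC and 22471 (49.9%) in DFAT cells, with 19111 in both. Of the 3360 at background level in DFAT cells alone, 1200 were at least 4-fold lower there, and of the 1926 at background level in AC alone, 620 were at least 4-fold higher in DFAT cells. Of 21 white adipocyte markers, none was at background level in AC and 8 were in DFAT cells, among them Adipoq, Cd36 and Car3. Of 26 cell cycle genes, 10 were at background level in AC, among them Bub1, Birc5 and Top2a, and 1, Tyms, was in DFAT cells. Of 22 secreted and metabolic hepatocyte markers, 10 were at background level in AC and 15 in DFAT cells. None of the 18 endothelial and 18 macrophage markers was at background level in AC, and 13 and 14 of them were in DFAT cells. Each gene stood for its probe set with the highest mean over the 6 arrays.
The MAS5.0 calls need the perfect match and mismatch probes, which RMA values no longer hold, so the level is a stand-in and not a detection call. At the 90th and 99th percentiles of the background genes in place of the 95th, the counts were 18702 and 25330 in AC and 19761 and 26268 in DFAT cells. Of the 101 background genes themselves, 1 was higher and 6 were lower in DFAT cells.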

In all 4 comparison groups (HC_P, RLSC_P, DFAT_A and AC_A), 164 differential probe sets were identified in common (Figure 1b).

We then asked which of these probe sets were common among the two comparative analyses. This has yielded a total of 33 differential probe sets. Moreover, transcription factors were extracted using the transcription factor annotation in the PANTHER Classification System database (class ID PC00218) because the differentiation determinant factors were expected to be transcription factors. We then identified Foxa2, Hnf4a and Sall1 as master regulators of hepatocyte differentiation in DFAT cells (although Hnf4a genes were represented by more than one probe set on the microarray) (Figure 1c). Thus, we successfully extracted Foxa2, Hnf4a and Sall1 as hepatocyte differentiation regulators in DFAT cells.

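Across the 7 probe sets of Foxa2, Hnf4a and Sall1, values in AC and DFAT cells were low, and 4 were at background level in both groups. For Foxa2, a pioneer factor of endoderm and liver, the probe set had a log2 value of 4.89 ± 0.38 (SD, n = 3) in AC and 4.80 ± 0.24 (SD, n = 3) in DFAT cells. It lay at or under the background level on 2 of 3 arrays of each group and above it by 0.01 on the others. For Hnf4a, a nuclear receptor of hepatocytes, the _at probe set of Figure 1c was at background level in both groups, at 3.00 ± 0.42 and 2.89 ± 0.19 (SD, n = 3 each). So was the _s_at probe set outside Figure 1c, at 4.00 ± 0.34 and 2.99 ± 0.07 (SD, n = 3 each). The Hnf4a _s_at probe set of Figure 1c was at background level in DFAT cells, at 4.81 ± 0.19 (SD, n = 3), and above it by 0.05 to 0.32 on the AC arrays, at 5.37 ± 0.11 (SD, n = 3). For Sall1, a zinc finger factor of kidney and limb development, both probe sets were at background level in both groups, that of Figure 1c at 2.69 ± 0.01 and 2.70 ± 0.22 (SD, n = 3 each) and the other at 4.35 ± 0.22 and 3.93 ± 0.12 (SD, n = 3 each).
The difference between DFAT cells and AC was -0.08 for Foxa2 (95% confidence interval -0.59 to 0.42), and it was 0.38 when arrays were centred on the hybridization controls. Of the 4 probe sets of Hnf4a, only the _at probe set outside Figure 1c was above background level in both groups, at 6.02 ± 0.45 and 5.29 ± 0.08 (SD, n = 3 each), with a difference of -0.72 (adjusted p = 0.0342 from limma). At the 99th percentile of the background genes it lay at or under the level on 3 of 3 DFAT arrays and 1 of 3 AC arrays. It was 6.53 on the array of AC replicate 1 and 5.80 and 5.72 on the other AC arrays, and without that array the difference of Hnf4a was -0.47 (adjusted p = 0.0125 from limma). The call with all arrays was lost under several settings, among them with the methods' t-test after Benjamini-Hochberg adjustment (adjusted p = 0.122) and with arrays centred on the hybridization controls (adjusted p = 0.385). Both _s_at probe sets of Hnf4a also passed the test as lower, with an adjusted p from limma of 0.00336 for the one outside Figure 1c and of 0.0197 for its counterpart. The former was at background level in both groups, so its difference does not measure a fall, and the latter fell by 0.56 from just above background level. Neither probe set of Sall1 passed the test, with differences of 0.00 and -0.42, and the latter was 0.05 when arrays were centred on the hybridization controls. Probe sets that end in _s_at can also match other transcripts, and levels of different probe sets cannot be set against each other.

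**Figure D1:**
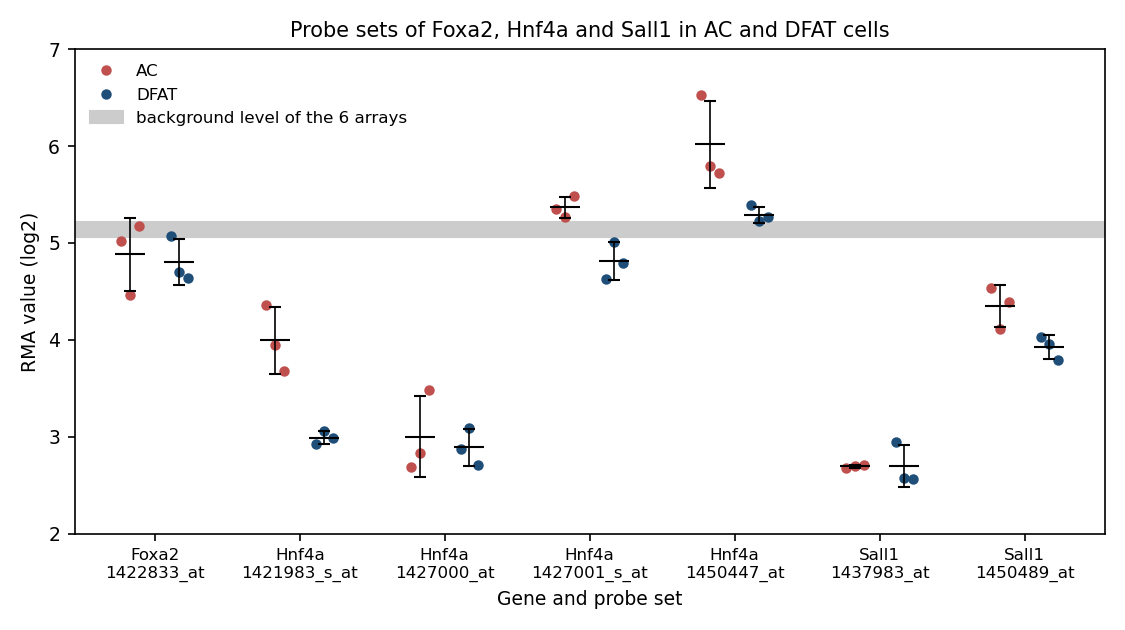
Log2 RMA values of the 7 probe sets of Foxa2, Hnf4a and Sall1 on the 3 AC arrays and 3 DFAT arrays. Points are arrays, black marks are the mean and SD of a group, and the grey band spans the background levels of the 6 arrays, 5.07 to 5.22. Only the Hnf4a _at probe set outside Figure 1c lies above the background level on every array of both groups, and at the 99th percentile it does not.

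The paper reasons that regulators of hepatocyte differentiation would be expressed in HC and RLSC and absent in AC and DFAT cells. It kept only probe sets that were both higher in HC and RLSC than in AC and DFAT cells and called present in the former and absent in the latter, took the transcription factors of PANTHER among them, and from these concludes that Foxa2, Hnf4a and Sall1 are the regulators (Figure 1c).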

### 2.2 Expression of hepatocyte‐specific markers and function after hepatic induction of DFAT cells transfected with Foxa2 (F), Hnf4a (H) and Sall1 (S)

To determine whether the extracted transcription factor genes (referred to as FHS) could induce DFAT cells to differentiate into hepatocytes, DFAT cells were transduced with a mixture of viruses expressing each factor alone, in combination, or with a GFP retrovirus (negative control). Primary HCs were used as controls for hepatic differentiation. DFAT cells expressing the FHS factors as three factors alone or in combination were then replated onto collagen‐coated dishes and cultured for an additional 14 days. We confirmed the expression of the transfected genes in these DFAT cells. Gene expression of albumin (Alb) and alpha‐fetoprotein (Afp), often used as specific indicators of hepatic maturity, was observed in FH‐ and FHS‐DFAT cells, whereas no expression of these hepatic markers was detected in DFAT cells infected with a combination of FS, HS or each factor alone. Furthermore, FHS‐DFAT cells exhibited Foxa2, Hnf4a and Sall1 expression levels similar to those detected endogenously in HCs (Figure 2a). Real‐time PCR analysis showed that Alb and Afp expression was strongly induced in FHS‐DFAT cells compared to FH‐DFAT cells (Figure 2b). After 14 days of hepatic differentiation induction, FHS‐DFAT cells were converted from a fibroblast‐like morphology to an epithelial cell‐like shape, similar to primary HCs (Figure 2c). Furthermore, in hepatic differentiation‐induced FHS‐DFAT cells, binucleated cells similar to primary HCs were observed to appear (Figure 2c, arrows). These results indicate that the combination of the three transcription factors, Foxa2, Hnf4a and Sall1, is required to effectively induce DFAT cells into hepatocytes in vitro. In combination, the three transcription factors induced DFAT cells to express hepatic genes, indicating the potential ability to induce hepatic conversion of DFAT cells in vitro. Hence, we referred to these cells as D‐Hep (DFAT cell‐derived hepatocyte‐like) cells.

**FIGURE 2:**
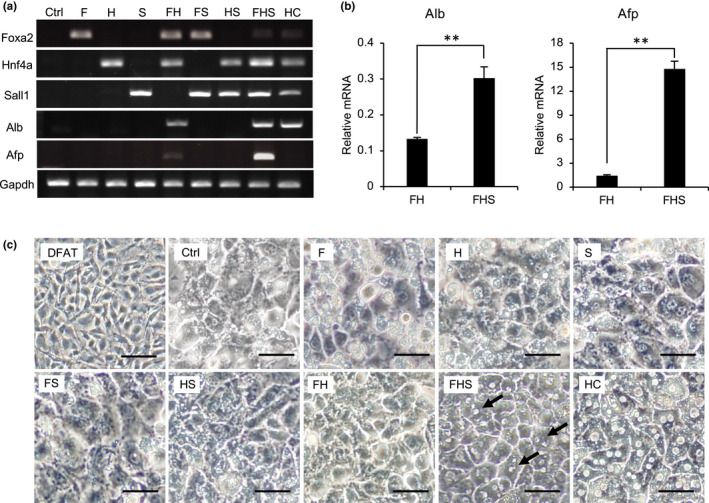
Effect of combined expression of Foxa2, Hnf4a and Sall1 on hepatic differentiation of DFAT cells. (a) DFAT cells transfected with 3 genes (Foxa2 (F), Hnf4a (H) and Sall1 (S)) or infected with the corresponding GFP vector (Ctrl) were exposed to induction medium of differentiation for 14 days. The expression levels of Foxa2, Hnf4a, Sall1 and liver genes (Alb and Afp) were measured using RT‐PCR. Gapdh was used as an internal control. (b) Real‐time PCR analyses showed the presence of hepatic marker genes for Alb and Afp in FH‐ and FHS‐expressing DFAT cells after hepatic differentiation. Mean values ± *SEM*. were then normalized to Gapdh and expressed relative to normal hepatocytes from adult mice. *p*‐Value was calculated using Student's *t* test (**p < .01). (c) Phase‐contrast microscopy showing DFAT cells and morphological changes of the cells after hepatic induction. Arrows show binucleated FHS‐DFAT cells. Scale bars represent 50 μm. All quantitative data are mean ± *SD*. (*n* = 3 experiments)

As D‐Hep cells exhibited specific characteristics of hepatocytes (Figure 2a–c), we wanted to determine whether they could carry out unique functions of mature hepatic cells. To do this, we examined gene expression levels of markers in cells cultured in the induction medium during a time course, with assessments every 2 days. After 14 days of hepatic differentiation induction, we observed increased expression levels of Afp, a fetal‐specific hepatic marker; Alb; tyrosine aminotransferase (Tat); and tryptophan 2,3‐dioxygenase (Tdo2), a hepatic marker (Figure 3a). The expression level of Alb in D‐Hep cells was further evaluated using immunochemical staining. After 14 days of hepatic differentiation induction, D‐Hep cells were found to be positive for Alb, similar to primary HCs (Figure 3b). In addition, the Alb levels in the supernatants of D‐Hep cells were significantly higher than those of the control groups (Figure 3c), indicating the ability of D‐Hep cells to produce Alb. Moreover, D‐Hep cells displayed numerous hallmark features of mature hepatocytes, including glycogen storage (Figure 3d, e) and intake of low‐density lipoprotein (LDL) (Figure 3f). These results indicate that D‐Hep cells acquire the functions of mature hepatocyte‐like cells by inducing hepatic differentiation.

**FIGURE 3:**
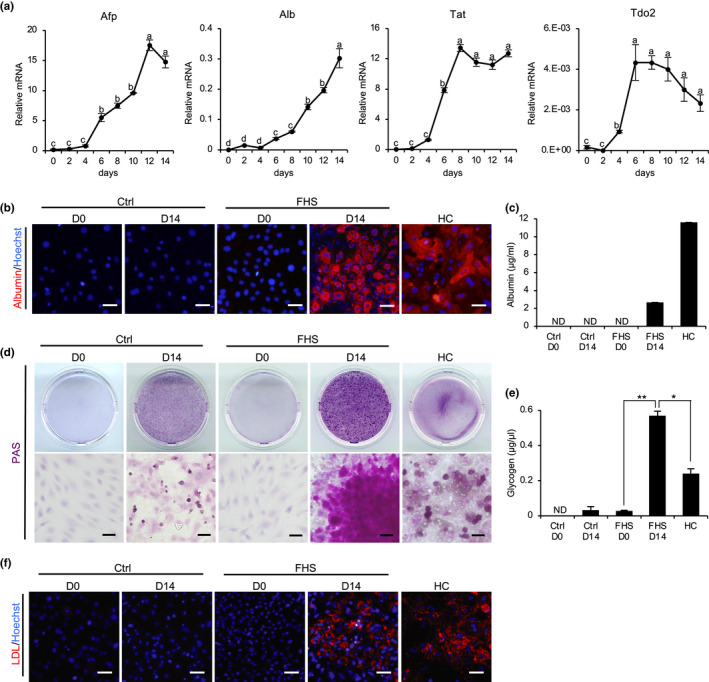
Hepatic functions in FHS‐DFAT cells before and after hepatic induction. (a) FHS‐DFAT cells were cultured in hepatic medium for 14 days. The temporal expressions of hepatocyte marker genes Afp, Alb, Tat and Tdo2 were examined by real‐time PCR analyses in FHS‐DFAT cells during hepatic differentiation. Mean values ± *SEM*. were normalized to Gapdh and expressed relative to normal hepatocytes from adult mice. *p*‐Value was calculated using Tukey's honestly significant difference test (a–d: *p* < .01). (b) FHS‐DFAT cells and GFP‐DFAT cells (Ctrl) before (D0) and after (D14) induction of differentiation and HCs were subjected to immunostaining with anti‐Alb (red) antibodies. Nuclei were stained with Hoechst 33342 (blue). (c) The Alb secretion capacity was examined by ELISA. ND, not detected. (d) Glycogen stores were showed by PAS staining. (e) Total cellular glycogen of FHS‐DFAT cells and HCs was examined. Superscript letters indicate significant (*p* < .01) differences. *p*‐Value was calculated using Tukey's honestly significant difference test. ND, not detected. (f) FHS‐DFAT cells and HCs were cultured in a medium containing LDL (red) for 4 hr, and immunohistochemistry was carried out. Nuclei were counterstained with Hoechst 33342 (blue). All scale bars represent 50 μm. All quantitative data are means ± *SD*. (*n* = 3 experiments)

### 2.3 D‐Hep cells exhibit functional characteristics of Zone 3 hepatocytes

Functional mature hepatocytes located in the periportal and perivenous zones (proposed as Zones 1 and 3, respectively) of the liver lobule, although histologically indistinguishable, exhibit remarkable differences in their levels and activities of various enzymes and other proteins (Jungermann & Katz, 1989). Here, we examined whether D‐Hep cells possessed the unique functions of Zone 1 or Zone 3 hepatocytes.

We first assessed the expression of ornithine transcarbamylase (Oct) and phosphoenolpyruvate carboxykinase 1 (Pck1), which are specifically expressed in Zone 1 hepatocytes, and found that neither were detectable during the culture period after the induction of hepatic differentiation (Figure 4a). Next, we examined the expression of cytochrome P450 (CYP) genes, such as Cyp1a2, Cyp2a5, Cyp2e1, Cyp7a1 and leucine‐rich repeat‐containing G protein‐coupled receptor 5 (Lgr5), which are specifically expressed in Zone 3 hepatocytes. The expression of Cyp1a2 and Cyp2e1 genes has been observed to increase rapidly after 10 days of hepatic differentiation induction and showed the highest values at 14 days. The expression of Cyp2a5 and Lgr5 genes increased rapidly after 10 and 12 days of hepatic differentiation induction, respectively (Figure 4b). Thus, key CYP genes, including Cyp1a2, Cyp2a5, Cyp2e1 and Cyp7a1, were found to be remarkably up‐regulated in D‐Hep cells after inducing hepatic differentiation. Considering that detoxification is a unique characteristic of Zone 3 hepatocytes, we evaluated the detoxification abilities of D‐Hep cells. D‐Hep cells were incubated with three substrates, namely acetaminophen, tamoxifen and troglitazone, which are then acted on by CYP enzymes, generating toxic metabolites. Then, the cell viability was measured (Figure 4c). None of the substrates affected the viability of FHS‐DFAT cells when they were cultured in a medium supplemented with those compounds. In contrast, the viability of D‐Hep cells was markedly reduced to levels similar to those detected in primary HCs for each of the three test compounds, with most of the cells dying (Figure 4d). Taken together, these results indicate that D‐Hep cells exhibit functional characteristics of Zone 3 hepatocytes.

**FIGURE 4:**
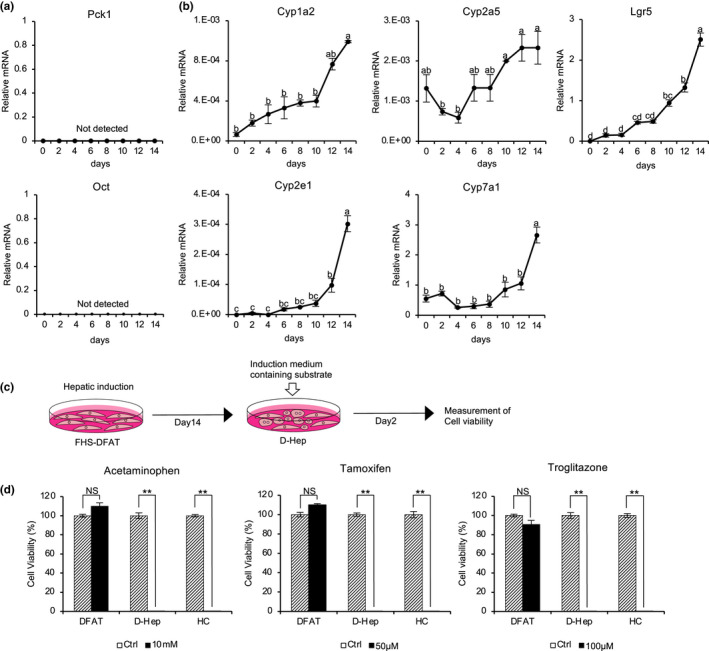
Expression of Zone 1 and Zone 3 hepatocyte markers and function in D‐Hep cells. (a) FHS‐DFAT cells were cultured in hepatic medium for 14 days. The temporal expression of Zone 1 hepatocyte marker genes (Oct and Pck1) was examined by real‐time PCR analysis in D‐Hep cells during hepatic differentiation. (b) The temporal expression of Zone 3 hepatocyte marker genes (Cyp2a5, Cyp1a2, Cyp2e1, Cyp7a1 and Lgr5) was examined using real‐time PCR analysis in D‐Hep cells during hepatic differentiation. Mean values ± *SEM*. were normalized to Gapdh and expressed relative to normal hepatocytes from adult mice. Superscript letters indicate significant (*p* < .01) differences. *p*‐Value was calculated using Tukey's honestly significant difference test. (c) Schematic diagram of the experimental procedure. (d) The cell viabilities of DFAT cells (blue), D‐Hep cells (red) and primary hepatocytes (black) were assessed by ATP assay after a 48‐hr exposure to the three compounds (acetaminophen, tamoxifen and troglitazone). *p*‐Value was calculated using Student's *t* test (**p < .01). NS, not significant. All scale bars represent 50 μm. All quantitative data are means ± *SD*. (*n* = 3 experiments)

Acetaminophen (APAP) produces toxic reactive metabolites by Cyp1a2. Excess production of this metabolite can lead to the depletion of hepatic glutathione, which in turn result in hepatocyte cell death (Ramachandran & Jaeschke, 2018). Thus, we investigated whether Cyp1a2‐mediated drug metabolism of APAP, which is a characteristic of Zone 3 hepatocytes, occurs in D‐Hep cells. Using immunocytochemical staining, we observed significant increases in Cyp1a2‐positive cells in D‐Hep cultures at 14 days after the induction of hepatic differentiation (Figure 5a). Moreover, the enzymatic activity of Cyp1a2 was determined to be significantly up‐regulated after hepatic differentiation, compared to that before the induction of differentiation (Figure 5b). We then exposed D‐Hep cells to different concentrations of APAP and evaluated the cell viability by measuring intracellular ATP levels. Strikingly, we observed a loss of viability in D‐Hep cells at 5 and 10 mM APAP treatments (Figure 5c). The levels of intracellular glutathione (GSH) in D‐Hep cells 48 hr after the addition of APAP were determined to be significantly lower in both the 2 and 5 mM APAP groups than in the control group. In particular, intracellular GSH in D‐Hep cells treated with 5 mM APAP was depleted (Figure 5d). Glutamic pyruvic transaminase (GPT) is released into the blood when hepatocytes are damaged by APAP and increased in supernatants following cultured hepatocyte damage. The GPT concentration in the culture supernatant of D‐Hep cells 48 hr after the addition of APAP was significantly higher in both 5 mM APAP and the primary HC groups than in the control or 2 mM APAP groups (Figure 5d). These results suggested that D‐Hep cells possess the ability to detoxify APAP, similar to primary HCs. Taken together, these results suggest that D‐Hep cells may possess the detoxification abilities of Zone 3 hepatocytes.

**FIGURE 5:**
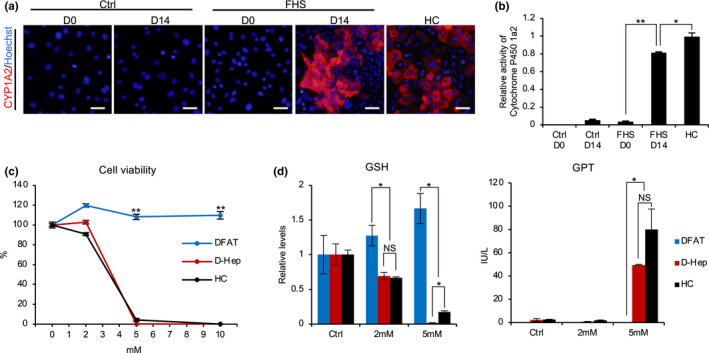
Cyp1a2‐mediated drug metabolism in D‐Hep cells. (a) FHS‐DFAT cells and GFP‐DFAT cells (Ctrl) before (D0) and after (D14) induction of differentiation and primary hepatocytes (HC) were subjected to immunostaining with anti‐Cyp1a2 (red) antibodies. Nuclei were stained with Hoechst 33342 (blue). (b) Cyp1a2 activity in FHS‐DFAT cells and HCs was measured. *p*‐Value was calculated using Student's *t* test (*p < .05, **p < .01). (c) The cell viabilities of DFAT cells (blue), D‐Hep cells (red) and HCs (black) were assessed by ATP assay after a 48‐hr exposure to different concentrations of APAP. *p*‐Value was calculated using Tukey's honestly significant difference test compared to D‐Hep cells. (**p < .01). (d) GSH content and GPT activity in cells treated as in C. *p*‐Value was calculated using Tukey's honestly significant difference test (*p < .05). NS, not significant. Scale bars represent 50 μm. All quantitative data are means ± *SD*. (*n* = 3 experiments)

## 3 DISCUSSION

In previous studies, candidate genes for hepatic fate‐inducing factors have been selected from transcription factors that are reported to play a role in liver development and hepatocyte function (Willenbring, 2011). Screening for candidate factors that efficiently induce direct reprogramming has historically been carried out by infecting mouse or human fibroblasts with a viral vector that combines all candidate factors selected based on previous reports (Du et al., 2014; Huang et al., 2011; Sekiya & Suzuki, 2011). These conventional screening methods are considered to be time‐consuming and costly, but not always successful. Thus, in this present study, we attempted to identify the transcription factors that induce functional hepatocyte differentiation from DFAT cells by comprehensively analyzing gene expression profiles. We hypothesized that transcription factors that are only expressed in both hepatic stem cells and hepatocytes, but not in DFAT cells and adipocytes, could give DFAT cells the ability to differentiate into functional hepatocytes. We thus carried out comparative analyses using not only the gene expression profiles of hepatic stem cells and hepatocytes, but also the expression profiles of DFAT cells and adipocytes. Using this approach, we have successfully extracted three factors, namely Foxa2, Hnf4a and Sall1, which have been identified to have the ability to convert DFAT cells into functional hepatocytes (Figures 1, 2, 3). Interestingly, of the three factors identified in this study, Foxa2 and Hnf4a were consistent with previous reports that identified liver transcription factors by conventional screening methods (Huang et al., 2011; Sekiya & Suzuki, 2011). These results indicate that comprehensive analysis using gene expression profiles can extract transcription factors that induce DFAT cells into hepatocytes. We suggest that comprehensive gene expression analysis might become a useful tool for efficient and accurate identification of direct reprogramming factors.

In this study, we extracted not only the hepatocyte master regulators Foxa2 and Hnf4a, but also Sall1, by using our comprehensive gene expression analysis approach (Figure 1a–c). DFAT cells induced with Foxa2, Hnf4a and Sall1 exhibited epithelial cell‐like morphology with binuclear similar to primary HCs and strongly expressed Alb and Afp, compared with cells induced only with Foxa2 and Hnf4a (Figure 2a–c). These results suggest that Sall1, in combination with Foxa2 and Hnf4a, also plays a crucial role in hepatocyte differentiation. However, a functional role for Sall1 in direct reprogramming, hepatic differentiation and liver development has not yet been reported. Sall1 has been identified as a multi‐zinc finger transcription factor that is expressed during embryogenesis in the central nervous system, limb buds, heart and kidneys (Karantzali et al., 2011; Nishinakamura et al., 2001). It is also highly expressed in ES cells, and Karantzali et al. showed a novel role for Sall1 as a member of the transcriptional network that regulates stem cell pluripotency (Karantzali et al., 2011). Overexpression of Sall1 during embryoid body formation suppressed differentiation into mesoderm and ectoderm, but it did not affect differentiation into endoderm (Karantzali et al., 2011). In fact, Sall1 affects the induction of neuronal and cardiogenic differentiation markers in ES cells. It likely acts as a transcriptional repressor by localizing to heterochromatin and interacting with components of the nucleosome remodeling and deacetylase complex (Lauberth & Rauchman, 2006). Based on these findings, we suggest that Sall1 acts as a transcriptional repressor that controls differentiation into mesoderm and ectoderm, thereby mediating the conversion of FHS‐DFAT cells into hepatocytes. It is conceivable that Sall1 promotes the action of Foxa2 and Hnf4a, which can strongly induce direct hepatic reprogramming.

The mechanism by which FHS‐infected DFAT cells generate Zone 3 hepatocytes remains unclear. Liver zonation is governed by canonical Wnt/β‐catenin signaling. Its signaling activity is highest around the central vein, and nuclear β‐catenin directly regulates the activation of the expression of drug‐metabolizing enzymes, such as hepatic CYP genes (Benhamouche et al., 2006; Burke et al., 2009; Sekine et al., 2006). Wnt/β‐catenin signaling is activated by R‐spongin that exerts its function by binding to Lgr5, a receptor that is highly expressed in Zone 3 hepatocytes (Braeuning et al., 2006; Clevers et al., 2014; Yoon & Lee, 2012). Additionally, Lgr5 gene expression in FHS‐DFAT cells increased rapidly 10 and 12 days after inducing hepatic differentiation (Figure 4b). It has been reported that CHIR99021 (CHIR), a highly selective inhibitor of glycogen synthase kinase 3β (GSK3β), is a potent inducer that activates Wnt/β‐catenin signaling (Chen et al., 2014). Consistent with this result, Sall1, a master regulator of hepatocyte differentiation from DFAT cells in this study, was found to cooperatively promote Wnt signaling with β‐catenin (Sato et al., 2004). Taken together, these results suggested that FHS‐DFAT cells differentiated into Zone 3 hepatocytes as a result of Lgr5 expression from the early stages of differentiation (Figure 4b), with R‐spondin1 and CHIR99021 contained in the hepatic medium. Thus, the zone specificity of D‐Hep cells could be directed to Zone 1 hepatocytes by inhibition of Wnt/β‐catenin signaling.

Studies of D‐Hep cells may provide a novel approach for examining hepatocyte differentiation and liver diseases. More detailed drug metabolism experiments and hepatotoxicity evaluation tests must also be carried out to examine whether D‐Hep cells can be used for drug discovery research. In addition, in order to evaluate the possible use of D‐Hep cells for regenerative medicine, we would like to determine whether the transplantation of these cells has a therapeutic effect by using mice with liver injury. Although there are still many questions left unanswered, we believe that DFAT cells may be applicable to hepatotoxicity screening and drug metabolism tests.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 GeneChip microarray hybridization and data acquisition

Primary mouse ACs were isolated using the methods described by Nobusue and Kano (Nobusue et al., 2008). The mouse preadipocyte cell line DFAT was established from dedifferentiated mature adipocytes of GFP transgenic mice by ceiling culture (a method to culture lipid‐containing adipocytes based on their lipid buoyancy) (Nobusue et al., 2008). 

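The 21 white adipocyte markers all fell in DFAT cells, by a mean log2 difference of -6.02. Adipoq, which encodes adiponectin, fell from 14.40 ± 0.05 (SD, n = 3) in AC to 4.00 ± 0.28 (SD, n = 3) in DFAT cells, and the fatty acid transporter Cd36 fell from 12.98 ± 0.06 (SD, n = 3) to 2.89 ± 0.19 (SD, n = 3). Of 26 cell cycle genes, with a mean log2 difference of 4.76, 25 rose, and Tyms passed the test as higher but was at background level in both groups. Among those that rose was Birc5, which encodes survivin, from 3.74 ± 0.42 (SD, n = 3) to 11.00 ± 0.11 (SD, n = 3). All members of both lists also passed the test in the same direction when adjusted over the list alone, under every scaling and without AC replicate 1.
Genes of lipid handling fell with the adipocyte markers, with which they share members. Of 20 genes of fatty acid and triglyceride synthesis, 18 fell and 1 rose, and of 10 genes of lipolysis, 9 fell and none rose (18 and 1, and 10 and 0, when adjusted over the list alone). Thrsp fell by 8.07 and the lipase Lipe by 7.77 on the log2 scale. Of 16 genes of mitochondrial fatty acid oxidation, 14 fell and 1, Cpt1a, rose by 1.15, and adjusted over the list alone the counts were the same. Of 16 genes of insulin signalling, 12 fell and 2, Akt1 and Grb10, rose (13 and 3 when adjusted over the list alone). The glucose transporter Slc2a4 fell by 4.78. The lists of lipolysis and insulin signalling also hold inhibitors, such as G0s2 and Grb10. Their counts do not measure the activity of either pathway.
Of 18 genes listed as contractile and actin cytoskeleton genes, 16 rose and none fell (17 and 1 when adjusted over the list alone). Tpm2 rose by 4.27 and Cnn2 by 4.17. The list also held Ccn2, which encodes a secreted protein and rose by 4.44. Centred on the reference genes, 13 of the 18 rose and 2 fell. Of 27 extracellular matrix genes, 18 rose and 4 fell (19 and 4 when adjusted over the list alone). Col1a1 rose from 8.54 ± 0.32 (SD, n = 3) to 12.16 ± 0.12 (SD, n = 3) and Timp1, an inhibitor of metalloproteinases, by 6.75, while the proteoglycans Dcn and Lum fell by 8.14 and 6.41. Centred on the reference genes, 17 rose and 8 fell. On the array of AC replicate 1, 24 of these 27 genes were below the mean of the other AC arrays, and without it 19 rose and 4 fell. Of 14 surface markers of mesenchymal stem cells, 8 rose and 5 fell, the same as when adjusted over the list alone. Thy1 rose by 4.94 and Cd34 fell by 5.04, and the list's mean of 0.68 was -0.01 when arrays were centred on the reference genes. Of 22 mesenchymal transcription factors, 12 rose and 5 fell, the same as when adjusted over the list alone, with Foxc2 and Tbx18 higher by 5.94 and 4.62. Centred on the reference genes, 8 rose and 9 fell. Markers of other cell types also fell, with 18 of 18 for endothelium, 17 of 18 for macrophages and 12 of 14 for epithelium.
By camera, the adjusted p was 4.29e-16 for the white adipocyte markers, 5.96e-11 for fatty acid and triglyceride synthesis and 3.82e-09 for the actin cytoskeleton genes, and these 3 calls held at an adjusted p of 0.0442 each with an estimated correlation. It was 3.61e-19 for the cell cycle (adjusted p = 0.0723 with an estimated correlation), 9.84e-08 for lipolysis (adjusted p = 0.0975 with an estimated correlation) and 6.6e-07 for fatty acid oxidation (adjusted p = 0.0937 with an estimated correlation). For insulin signalling it was 0.00144 (adjusted p = 0.137 with an estimated correlation), for the extracellular matrix 4.96e-05 (adjusted p = 0.313 with an estimated correlation) and for the mesenchymal transcription factors 0.0229 (adjusted p = 0.129 with an estimated correlation). The surface markers did not pass camera (adjusted p = 0.174). Centred on the reference genes they passed camera (adjusted p = 0.00317), with a mean of 0.74 relative to the median of all probe sets.

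**Figure D2:**
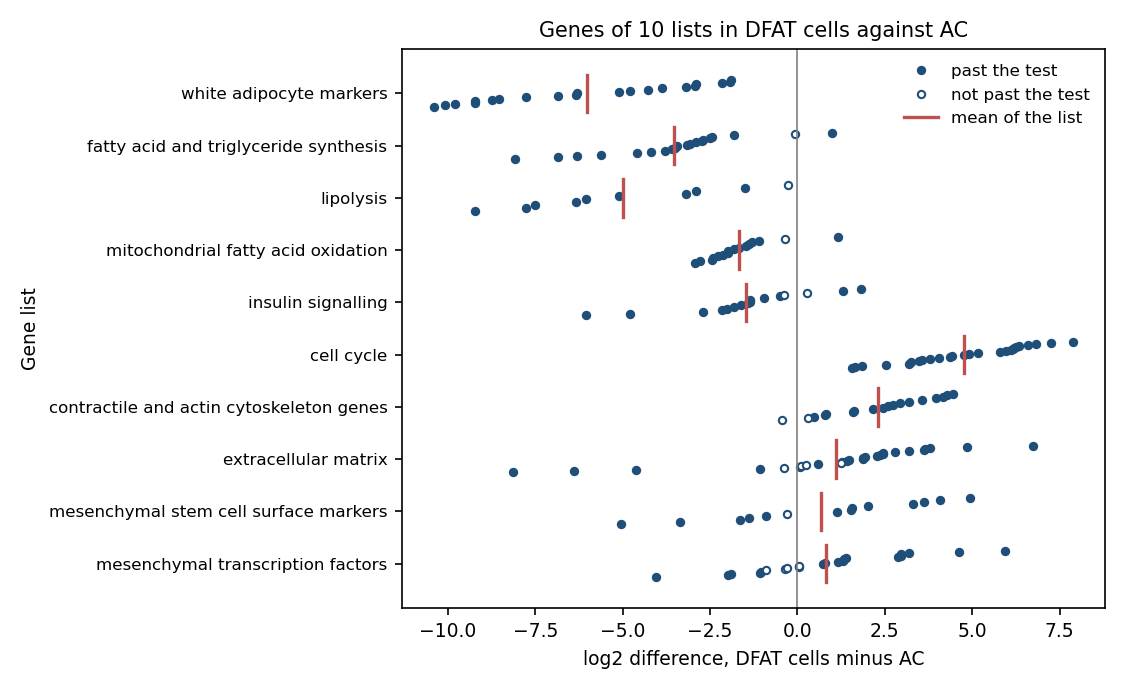
Log2 differences, DFAT cells minus AC, of the genes of 10 lists. Each point is a gene, filled where it passed the test, and the red line is the mean of the list. The white adipocyte markers all lie left of 0 and the cell cycle genes all lie right of it. Centred on the reference genes, the mean of the surface markers turned to -0.01.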

Total RNA was extracted from differentiated and dedifferentiated mouse ACs using TRIzol reagent (Invitrogen) and RNeasy Mini Kit (Qiagen), according to the manufacturer's instructions. The quality of RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Then, the RNA samples from AC and DFAT cells were labeled using the GeneChip One‐Cycle Target Labeling and Control Reagent package (Affymetrix) and then hybridized to the Affymetrix GeneChip Mouse Genome 430 2.0 Array, according to the manufacturer's instruction. Fluorescent images were then visualized using a GeneChip Scanner 3000 (Affymetrix). Expression data and raw expression data (CEL files) were generated using the GeneChip Operating System software (Affymetrix). The raw and processed microarray data were deposited in the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) of the National Center for Biotechnology Information (NCBI), which is a public and freely available platform, and are accessible through the GEO Series accession number GSE156495 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156495).

### 4.2 Microarray analysis

A flow chart displaying the major steps involved in the microarray analysis has been provided in Figure S1. Gene expression profiling was carried out on total RNA samples from ACs, DFAT cells, HCs and RLSCs. HC and RLSC microarray datasets (GSM785818, GSM785819, GSM785820 and GSM162863) were then obtained from NCBI’s GEO. Microarray analyses were initially carried out in R (http://www.r‐project.org/), using the Bioconductor package affy (http://www.bioconductor.org/packages/2.0/bioc/html/affy.html).

The raw data were normalized using the RMA (robust multiarray average).

Absolute value was taken by using the mas5calls function. The Spotfire DecisionSite for Functional Genomics software package (TIBCO Software) was used for the fold change analysis (>log_2_2). Transcription factors were then identified from the PANTHER Classification System database (Thomas et al., 2003). Using the PANTHER Protein Class Ontology browser, we were able to retrieve genes classified as “Transcription Factor” (PC00218) in mus musculus. Common genes were selected by fold change analysis and absolute value and transcription factors. These genes were used as candidate master regulators of hepatocyte differentiation.

### 4.3 Cell culture

DFAT cells were cultured under a humidified atmosphere of 5% CO_2_ and 95% air at 37°C on collagen type I‐C (Nitta Gelatin)‐coated tissue 40‐mm culture dishes (TPP) containing Dulbecco's modified Eagle's medium (DMEM) (Nissui Pharmaceutical) supplemented with 10% fetal bovine serum (FBS) (Moregate BioTech). DFAT cells were grown to semiconfluence for differentiation. Hepatic differentiation was induced by changing the medium to SHM + YAC (Chen et al., 2012), namely DMEM/F12 (Gibco) containing 2.4 g/L NaHCO_3_ and l‐glutamine, which was supplemented with 5 mM HEPES (Sigma‐Aldrich), 30 mg/L l‐proline (Sigma‐Aldrich), 0.05% BSA (Sigma‐Aldrich), 10 ng/ml epidermal growth factor (PeproTech), insulin–transferrin–serine (ITS)‐X (Gibco), 10^–7^ M dexamethasone (Dex)(Sigma‐Aldrich), 10 mM nicotinamide (Wako), 1 mM ascorbic acid‐2 phosphate (Sigma‐Aldrich), 10 mM Y‐27632 (Wako), 0.5 mMA83‐01 (Wako) and 3 mM CHIR99021 (Axon Medchem). After 2 days, the culture medium was replaced with SHM + YAC, which was supplemented with 20 ng/ml oncostatin *M* (OsM) (Wako), 10^−6^ M Dex and 500 ng/ml R‐spondin1 (PeproTech). The cells were then cultured for 12 days, with fresh medium provided every 2 days.

### 4.4 Primary hepatocyte isolation and culture

Primary hepatocytes were isolated from adult mouse livers by standard two‐step collagenase digestion. Briefly, the liver was preperfused through the portal vein with calcium‐ and magnesium‐free Hank's/EGTA solution and then perfused with approximately 40 ml of Hank's solution containing 0.05% collagenase (Sigma‐Aldrich). All perfusion solutions were preheated at 37°C. The liver was removed and was later placed in a dish with Hank's solution and agitated gently after opening the liver capsule. The suspension of released cells was filtered through a 100‐µm nylon mesh to remove cell clumps. The cell suspension was then transferred to 50‐ml tubes, which were filled with Hank's solution, and the cells were collected via centrifugation at 50 *g* for 7 min. Then, the cells were resuspended in Percoll buffer (90% Percoll (GE Healthcare), 1 × Hank's), and dead cells were removed via centrifugation at 50 *g* for 15 min. The cells were washed in 40 ml/tube of Hank's solution twice via centrifugation at 50 *g* for 2 min. The purified hepatocytes were used for various experiments. Isolated cells were seeded at 2.2 × 10^4^ cells/cm^2^ in SHM containing 10% FBS onto collagen type I‐C (Nitta Gelatin)‐coated 40‐mm tissue culture dishes (TPP).

### 4.5 RT‐PCR analysis

Total RNA was isolated from cells using TRIzol reagent (Invitrogen), according to the manufacturer's instructions. Portions (1 mg) of the DNase I‐treated RNA were subjected to reverse transcription (RT) with the use of SuperScript™ IV VILO™ Master Mix (Applied Biosystems). The reverse transcripts were used as templates for analysis of gene expression levels using a PX2 thermal cycler and TaKaRa Ex Taq (Takara Bio), according to the manufacturer's instructions. The following primer sets were used for hepatic markers: Foxa2 (forward 5'‐GGAGCCGTGAAGATGGAA‐3', reverse 5'‐CGCCCACACATAGGATGACA G‐3'); Hnf4a (forward 5'‐GCGACTCTCTAAAACCCTTGC‐3’, reverse 5'‐TTCTTCCTCACGCTCCTCCT‐3'); Sall1 (forward 5'‐CACAAGAAACCCAAGTGGCG‐3', reverse 5'‐GGACCACTGCGTTTGTGAAC‐3'); Alb (forward 5'‐CACCTTTCCTATCAACCCCACTA‐3', reverse 5'‐AGCAGTCAGCCAGTTCACCA‐3'); and Afp (forward 5'‐GGACTGCTCGAAACATCCCA‐3', reverse 5'‐TCTCGGCAGGTTCTGGAAAC‐3'). Primers for d‐glyceraldehyde‐3‐phosphate dehydrogenase (Gapdh) were used as an internal standard marker (forward 5'‐GGGAAGCTTGTCATCAATGG‐3', reverse 5'‐GTTGTCATGGATGACCTTGG‐3'). PCR conditions were as follows: 5 min at 94°C followed by 30 cycles of 30 s at 94°C, 30 s at 60°C and 1 min at 72°C, with a final elongation step of 5 min at 72°C. Aliquots of PCR product were analyzed on a 2% agarose gel containing Atlas ClearSight (Bioatlas).

### 4.6 Real‐time PCR analysis

The probes for Alb (GenBank accession no. NM_009654.3; Mm00802090_m1), Afp (GenBank accession no. NM_007423.4; Mm00431715_m1), Tat (GenBank accession no. NM_146214.3; Mm01244282_m1), Tdo2 (GenBank accession no. NM_019911.2; Mm00451269_m1), Cyp1a2 (GenBank accession no. NM_009993.3; Mm00487224_m1), Cyp2e1 (GenBank accession no. NM_021282.2; Mm00491127_m1), Cyp2a5 (GenBank accession no. NM_007812.4; Mm00487248_g1), Cyp7a1 (GenBank accession no. NM_007824.2; Mm00484150_m1), Lgr5 (GenBank accession no. NM_010195.2; Mm00438890_m1), Otc (GenBank accession no. NM_008769.3; Mm00493267_m1) and Pck1 (GenBank accession no. NM_011044.2; Mm01247058_m1) genes were obtained from TaqMan Pre‐Developed Assay Reagents (Applied Biosystems). A mouse Gapdh (GenBank accession no. NM_008084.2) TaqMan probe (4352339E, Applied Biosystems) was included as an endogenous control. The RT products (2 μl) were then subjected to real‐time PCR analysis in a final volume of 10 μl, with the use of TaqMan Fast Universal PCR Master Mix (Applied Biosystems) and with an ABI 7500 Thermocycler. Each sample was assayed in triplicate.

### 4.7 Immunofluorescence staining

Cells were washed in Tris‐buffered saline and fixed with 4% paraformaldehyde (Wako) overnight at 4°C. The fixed cells were permeabilized with 0.2% Triton X‐100 in Tris‐buffered saline for 30 min and washed in Tris‐buffered saline. In order to block nonspecific binding of antibodies, the cells were incubated at room temperature for 1 hr in 10% normal goat serum (Vector Laboratories) and 1% BSA (Sigma‐Aldrich) in Tris‐buffered saline. After incubation in blocking buffer, antibody staining was carried out as per standard procedures. Primary antibodies included goat polyclonal antibodies to Alb (1:200 dilution; A90‐134A; Bethyl Laboratories) and mouse polyclonal antibodies to Cyp1a2 (1:200 dilution; D‐51; Santa Cruz). Immune complexes were detected with Alexa Fluor 594‐conjugated antibodies to goat or mouse immunoglobulin G (each at 1:2,000 dilution; Molecular Probes). Antibodies were diluted in Tris‐buffered saline with 1% BSA. Cell nuclei were stained with Hoechst 33342 (5 μg/ml) in Tris‐buffered saline, and immunochemical staining was observed using an Olympus DP71 microscope.

### 4.8 Retroviral gene transfer

Mouse cDNAs for full‐length Foxa2, Hnf4a and Sall1 were obtained by digestion of OriGene plasmids (MR227662, MR227354 and MC203471) with NotI and BamHI, and the resulting fragments were cloned into the NotI and BamHI sites of retroviral plasmid pMEFs (kindly provided by H. Nobusue). The resulting vectors were designated pMEF‐Hnf4a‐IH, pMEF‐Foxa2‐IP and pMEF‐Sall1‐IB, and pMEFs‐GFP‐IB was used as a control. pMEF vectors were then transfected into Plat‐E packaging cells (Morita et al., 2000) using electroporation. The medium was later replaced once after 24 hr, and viral supernatants were collected and filtered using 0.45‐mm cellulose acetate filters (Millipore) 48 hr after transfection. Retroviral infection was carried out in a six‐well plate for 48 hr, and infected cells were subjected to selection in the presence of puromycin (5 μg/ml), hygromycin (50 μg/ml) or blasticidin (10 μg/ml).

### 4.9 Periodic Acid–Schiff's (PAS) staining

Cells were washed in Tris‐buffered saline and fixed in 1% periodic acid for 10 min. The fixed cells were then washed with distilled water and were exposed to Schiff's reagent (Wako) for 10 min. Then, cells were counterstained with hematoxylin (Wako) for 5 min and washed with distilled water. The dishes were imaged the next day using the DP71 Olympus microscope at a magnification of 100×.

### 4.10 Glycogen assay

Intracellular glycogen was assessed using the Glycogen Colorimetric/Fluorometric Assay Kit (BioVision). Samples were homogenized in dH_2_O, and they were immediately boiled in vented tubes at 100°C for 5 min to minimize glycogen degradation. Homogenates were then centrifuged at 16,000 *g* for 10 min, and the supernatant was assayed for glycogen according to the manufacturer's instructions. Total glycogen content was then normalized to total cellular protein concentration.

### 4.11 LDL uptake assay

LDL uptake by cells was assessed using fluorescence microscopy after incubation of the cells with 10 μg/ml LDL‐DyLight™ 550 (Cayman Chemical) for 4 hr at 37°C and Hoechst 33342 (5 μg/ml).

### 4.12 Measurements of Albumin

D‐Hep cells were cultured in the medium without phenol red. Culture supernatant was collected 24 hr after the medium change. According to the manufacturer's instructions, the amount of Alb in the supernatant was determined by the Mouse Albumin ELISA Kit (Shibayagi).

### 4.13 Cell viability tests

After hepatic induction of the FHS‐DFAT cells, the medium was replaced with fresh SHM medium, which contained the test compounds at the indicated final concentrations (troglitazone, acetaminophen and tamoxifen) (all from Wako). After exposure to the test compounds for 48 hr, the cell viability was examined by analyzing the intracellular ATP contents using the CellTiter‐Glo™ Luminescent Cell Viability Assay Kit (Promega), according to the manufacturer's instructions. The luminescent signals were measured with a Synergy 2 (BioTek). Control refers to incubations in the absence of test compounds and was considered as a 100% viability value.

### 4.14 Measurement of glutamic pyruvic transaminase (GPT)

The kits of GPT and GOT, provided by Transaminase C‐2 Test Wako (Wako), were used to measure the activity of GPT in 1.5 ml culture medium.

### 4.15 Determination of reduced glutathione (GSH)

GSSG/GSH Quantification Kits (Dojindo) were then used to measure the levels of intracellular GSH, according to the manufacturer's instructions.

### 4.16 Measurements of cytochrome P450 activity

Cytochrome P450 activity was measured after culture of DFAT cells, D‐Hep cells and adult mouse hepatocytes for 24 hr using a P450‐GloTM CYP1A2 Assay Kit (Promega), according to the manufacturer's instructions. The luminescent signals were measured using a Synergy 2 (BioTek).

### 4.17 Statistical analysis

Data are presented as mean ±* SD*. and were further analyzed with Tukey's honestly significant difference test or Student's *t* test for comparisons between two or among three or more groups, respectively. A *p*‐value <.05 was considered statistically significant.

## Supporting information

Figure S1 Click here for additional data file.

# Supplementary material for: Generation of metabolically functional hepatocyte‐like cells from dedifferentiated fat cells by Foxa2, Hnf4a and Sall1 transduction
**Source:** Genes Cells. 2020 Nov 10;25(12):811–24. doi: 10.1111/gtc.12814
**Supplement:** Supplementary file 1 — Figure S1

**Supplementary Figure S1**

**Supplementary Figure S1.** Flow chart of the chronological steps involved in the microarray analysis

Each box and the corresponding arrow display a major step in the gene expression analysis protocol using the microarray resources. The programs used for the analysis are indicated in the boxes.

How the deposited data were processed for this re-analysis (not part of the article)

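The data were the expression values of 6 Affymetrix GeneChip Mouse Genome arrays, 3 of mature adipocytes (AC) and 3 of dedifferentiated fat (DFAT) cells, matched to the groups by the sample labels. The values deposited by the authors were on the log2 scale, after RMA, which the paper's methods and the submitters' processing notes name without a version. Background correction, normalization between arrays and the summary of probes were thus already part of the values. Which arrays were normalized together is not given in the sources used here. The medians of the 6 arrays, lay between 4.92 and 5.11 on the log2 scale. HC and RLSC arrays were not analysed here, and the comparisons that need them were not repeated. Scanner values were not used here, so the MAS5.0 calls and the background correction could not be repeated.

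Probe sets were named through the platform annotation that came with the values. Of the 45037 probe sets tested, 34945 have 1 gene symbol, 932 have several and were not named, and 9160 have none. Of those with 1 symbol, 34741 were found by Entrez ID in the RefSeq table of GRCm38.p6, used for names only, and 0 had another symbol there. They stand for 18193 genes. The 64 control probe sets were left out of the tests. No coordinates are given, as the array values name no build.

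DFAT cells were compared with AC in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings, two-sided, Benjamini-Hochberg over all probe sets tested, threshold 0.05), with no filter. At least 4-fold means a log2 difference of at least 2. Differences are DFAT cells minus AC. An exact permutation test of 3 against 3 arrays cannot go below a p of 0.1 and was not used for single genes. The step was tested on simulated data with 45037 probe sets, of which 200 were changed. It recovered 33% of those changed by a log2 difference of 1 and 84% of those changed by 2, with 6 false calls, and 0 calls without any change. The real comparison called 38.4% of the probe sets, a far larger share than was changed there, so these rates need not hold for it.

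The gene lists, the named genes, the tests and the alternatives were chosen before the data were examined, except where the text says otherwise. A gene was represented by its probe set with the highest mean over the 6 arrays. The set of named genes, of which the text prints only some, began with the genes that the paper names. For each list it took the 3 members with the largest difference among those past the test whose groups do not overlap. Of the hepatocyte transcription factors and shared regulators it took all such members. It also took the 10 genes with the largest increase and the 10 with the largest decrease. Every probe set of Foxa2, Hnf4a and Sall1 is printed. Other members were named after their values were seen, as examples or as exceptions. Of 125 named genes, 63 have several probe sets. Among the 56 of these past the test, every other probe set had the same call in 31, some did not pass the test in 24, and 1 gene, Tef, had a probe set called the other way. Probe sets ending in _x_at or _s_at represent 9 named genes. Of the 28 lists tested, each was given as counts of genes and by camera with a preset correlation of 0.01 on 1 probe set per gene, adjusted over the lists, with an estimated correlation and fry as alternatives. List members with no probe set of their own in the annotation, such as Plin1, Cfd and Gapdh, were left out.

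The background level of an array was the 95th percentile of 119 probe sets of 101 genes of sense organs, lens, retina and sperm. It is a level of signal and not a detection call. Alternatives were quantile normalization again, centring on the array median or on reference genes, a floor at the background level, leaving out dim probe sets (22519 kept), trend and robust variances, array weights, the methods' fold rule and t-test, the replicate number as a block, other rules for probe sets of a gene, other percentiles, and leaving out each array. Centring on the 18 probe sets of the hybridization controls was added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.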

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

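The tests of array scaling and of other splits of the arrays were chosen after the result was seen, and the second marker lists were written after the values of the first lists were seen but before their own. The lists singled out were chosen after their values were seen, as lists of other cell types or of stress with a mean log2 difference of at least 2 in size. Groups of 3 arrays were not tested for outlying arrays.

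Genes outside those the paper discusses, the markers of cell types other than adipocytes, had a signal in AC that was lower or at background level in DFAT cells. The mean log2 difference was -4.11 for 18 endothelial markers, -3.58 for 18 macrophage markers and -4.15 for 14 epithelial and mammary markers (camera, adjusted p = 3.54e-07, 5.37e-06 and 9.81e-07, and adjusted p = 0.313, 0.313 and 0.129 with an estimated correlation). Without AC replicate 1 these means were -3.49, -4.21 and -3.94 in the same order of lists. Scaling is argued against as the cause, since the mean nearest to 0 over the 3 lists and the scalings was -3.11. RNA of other cell types in the AC samples remains a candidate source: in second lists of other markers, 92.9% of 14 endothelial, 78.9% of 19 macrophage and 85.7% of 14 epithelial and mammary genes were lower in DFAT cells. Abundant genes were Gpihbp1 and Cldn5 of endothelium at 11.07 ± 1.22 and 10.93 ± 0.48 in AC, Lyz2 of macrophages at 10.58 ± 1.14, and Csn3, a milk casein, at 12.03 ± 0.47 (SD, n = 3 each), and the paper's text names no sort or gate; of the epithelial list, 2 genes are also in the list of hepatocyte markers, 1 in the Zone 1 list and 1 in the mesothelial list. Expression of these genes by the adipocytes themselves was not tested and stays open.

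AC replicate 1 had more signal of endothelial markers than the mean of the other AC arrays for 18 of 18 genes and less of macrophage markers for 17 of 18, and in the second lists the median on this array minus that mean was 1.32 for endothelium and -1.76 for macrophages. A lower share of adipocytes would raise the markers of every other cell type, so the macrophage value argues against it as the whole cause, while 11 of 14 epithelial and mammary markers (median of the second list 0.70) and 10 of 12 pericyte markers were higher on this array and 16 of 21 white adipocyte markers were lower, as it would need. A quality difference that moves genes of like level alike is argued against, as the endothelial median lies at percentile 100 and the macrophage median at percentile 0 of 10000 random lists matched on the AC mean, of which the central 95% lay between -0.44 and 0.19 and between -0.30 and 0.24. The controls of this array differ too, with the hybridization controls at a mean of 11.78 against 11.26 and 11.18, but without a common loss at the 5' end: the 5' probe sets of pyruvate carboxylase (8.16 against 9.54 and 9.28, with 3' at 12.54 against 12.36 and 12.37) and 18S RNA (10.96 against 12.88 and 12.66) were lower, while actin (5' at 13.50 against 13.46 and 13.39, 3' at 13.90 against 14.01 and 13.94) and Gapdh (5' at 13.14 against 13.41 and 13.39, 3' at 12.96 against 13.37 and 13.39) had no loss at the 5' end relative to the 3' end, and whether probe position moved the markers was not tested. Another mix of cell types in this sample also stays open and may account for both second lists, as a hypothesis found on these arrays, and no condition in the design tells this sample from the others.

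Alb, Cyp2e1, Pck1 and Hp, which are abundant in liver, were high in AC, at 9.63 ± 0.32, 13.21 ± 0.05, 11.76 ± 0.07 and 12.81 ± 0.48 (SD, n = 3 each), and fell by 5.79, 8.74, 8.98 and 7.32 in DFAT cells. Liver cells or liver RNA would bring other abundant liver transcripts, but a second liver list of 19 measured genes had a median difference of -0.26 (SD over genes 1.01), with 4 lower, 1 higher and 14 not past the test. Scaling is also argued against, with -5.32 as the difference nearest to 0 over the 4 genes and the scalings. Expression of these 4 genes by the AC samples' own cells may account for the values, as a hypothesis, and which cells hold the RNA was not tested.

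The immediate early and stress genes, also outside those the paper discusses, were lower in DFAT cells by a mean of -3.30 over 17 genes, with 16 lower and 1, Egr2, higher (camera, adjusted p = 2.31e-08, and adjusted p = 0.116 with an estimated correlation), among them Fosb by -8.39, Atf3 by -6.04 and Fos by -5.66, and with arrays centred on the reference genes none of the list rose.

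The 6 arrays make 10 splits of 3 against 3, too few for a share under 0.05. The real split, 1 of the 10, called 17285 probe sets by limma and the highest of the others called 0. The other splits mixed AC and DFAT arrays in both groups. The difference between AC and DFAT cells then counted as spread within groups, so the 0 calls are no evidence for the real split. In the real split, 20940 probe sets had an unadjusted p under 0.05 and the methods' t-test called 18867 unadjusted and 13410 after Benjamini-Hochberg, and other tools were not run on the other splits.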

How the results depend on the processing

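The centring on hybridization controls was chosen after seeing the data. Of 125 named genes, 113 passed the test, and of these 88 kept direction and call under every alternative run, 24 lost the call under at least 1 and 4 turned direction under at least 1. All 28 lists kept their direction under the replicate block and when quantile normalized again. With an estimated correlation, 18 lists lost their call. The signal over background limits what can be said of genes at background level, which make up most of the genes that turned. The cause was not tested, except where stated.

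Centred on reference genes, 4448 probe sets higher in DFAT cells and 31215 probe sets lower in DFAT cells were called, with 928 probe sets at least 4-fold higher in DFAT cells and 3357 probe sets at least 4-fold lower in DFAT cells. Centred on the hybridization controls, 3405 probe sets were lower and 2899 at least 4-fold higher. These centrings move every probe set of an array by one amount, so the counts move by construction. A floor at the background level gave 26448 lower, by construction, as the level itself is lower on the DFAT arrays. Testing against a log2 difference of 1 (treat) left 2515 higher and 2324 lower, by construction. Relative to the median of all probe sets, a centring cannot move the mean of a list, by construction: that of the hepatocyte transcription factors was -0.34, and -0.37 when quantile normalized again.

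For the list of cell cycle genes the mean of 4.76 had an adjusted p of 0.0723 with an estimated correlation, for the extracellular matrix 1.10 had 0.313, and for the regulators shared by adipocytes and hepatocytes -1.65 had 0.129. The mean of the hepatocyte transcription factors turned to 0.0599 when centred on hybridization controls (adjusted p = 0.314). Of the set tests, fry called their mean of -0.40 (adjusted p = 0.0352), where the other alternatives did not.

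Turned by centring on hybridization controls were Afp (0.0464), Cyp1a2 (0.33), Foxa2 (0.38), Gata4 (0.16), Gpm6a (0.0077), Lgr5 (0.38), Otc (0.46), Sall1 (0.0457), Tat (0.25) and Tdo2 (0.15), and the lists of pluripotency factors (0.0282), Wnt signalling (0.42) and mesothelial markers (0.32). Centring on reference genes turned Ctnnb1 (-0.40), Foxa3 (-0.67), Gsk3b (-0.25) and the mesenchymal stem cell surface markers (-0.0094). Quantile normalization turned Cyp1a2 (0.0168), Foxa2 (0.0556), Lgr5 (0.0741) and Otc (0.14), and the array median Foxa2 (0.0474), Lgr5 (0.0485), Otc (0.12) and Wnt signalling (0.0876). The floor turned Foxa3 (-0.10), Onecut2 (-0.0784) and Wnt signalling (0.0923), and array weights Foxa3 (-0.13) and Otc (0.0532). Wnt signalling also turned without dim probe sets (0.32), without x and s probe sets (0.0051) and by the mean of all probe sets (0.0435), mesothelial markers without dim probe sets (0.076), and Tef by the mean of all probe sets (0.12).

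Leaving out each array gave 7279 to 10674 probe sets higher and 5881 to 10324 lower, 1674 to 1839 at least 4-fold higher and 1952 to 2110 lower, and 21037 to 22408 at background level in AC, 22471 to 22871 in DFAT cells and 19202 to 19849 in both. List means were -6.07 to -5.96 for white adipocyte markers, 4.69 to 4.85 for the cell cycle, 0.87 to 1.22 for the extracellular matrix, -0.47 to -0.36 for hepatocyte transcription factors and -1.79 to -1.58 for the shared regulators. Differences that turned were those of Foxa2 (-0.2968 to 0.0611, turned without AC replicate 3), Foxa3 (-0.18 to 0.2227, turned without AC replicate 1 and without DFAT replicate 1 or 2), Lgr5 (-0.2034 to 0.0208, turned without AC replicate 1), Otc (-0.0911 to 0.0762, turned without AC replicate 3 or DFAT replicate 1) and Wnt signalling (-0.1052 to 0.0242, turned without AC replicate 3).

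With the replicate block, 16023 probe sets were called, 15568 of them as without it. The arrays share only a number: the deviations of arrays with the same number had correlations of -0.0156, -0.0270 and 0.0132, and not every array correlated best with its own number, as AC replicate 1 did with DFAT replicate 2 (0.0362).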

Differences from the paper's values

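The paper counts 19275 probe sets as absent in AC and 19599 in DFAT cells. The counts at background level here were 21037 and 22471, and those at the 90th percentile of the background genes, 18702 and 19761, were the nearest to the paper's. Figure 1c lists a probe set each of Foxa2 and Sall1 and a pair of Hnf4a as absent in AC and DFAT cells. Of these, the Hnf4a _at probe set and that of Sall1 were at background level on all arrays here. The Hnf4a _s_at probe set was above the background level on all 3 AC arrays, at 5.35, 5.27 and 5.48, and Foxa2 was above it by 0.01 on AC replicate 3 and DFAT replicate 1. At the 99th percentile of the background genes, an alternative set before the data were examined, both were at or under the level on all 6 arrays. At the 90th percentile, also set before, Foxa2 was at or under the level on 1 of 3 arrays of each group and above it by up to 0.29, and the Hnf4a _s_at probe set was at or under it on 0 of 3 AC arrays and 1 of 3 DFAT arrays. The background level is not the paper's detection call.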

Other observations

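The values in this part are from the fits and lists chosen beforehand, and the count of calls at background level in both groups was added after the values were seen. Of the list members past the test, 12 in 10 lists were at background level in both groups, so their differences do not measure a rise or fall, and they are left out of the first counts given for each list.

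Genes that the study later used to follow hepatocyte differentiation were measured on these arrays, before any transduction. The study's time courses began with DFAT cells already transduced with Foxa2, Hnf4a and Sall1, so these values are not their starting levels. Cyp2a5, also followed there, had no probe set of its own in the annotation and was left out. In DFAT cells Alb, Afp, Tdo2, Otc, Pck1, Cyp1a2, Cyp2e1, Cyp7a1 and Lgr5 were all at background level, at log2 values of 3.84 ± 0.17, 4.06 ± 0.18, 3.22 ± 0.21, 3.44 ± 0.13, 2.78 ± 0.08, 3.73 ± 0.22, 4.47 ± 0.17, 4.01 ± 0.18 and 4.07 ± 0.16 (SD, n = 3 each). Tat, at 4.89 ± 0.31 (SD, n = 3), was not, as it lay at or under the level on 2 of 3 DFAT arrays. Of 22 secreted and metabolic hepatocyte markers 8 fell from AC to DFAT cells and none rose, of 12 Zone 1 genes 5 fell and 1, Ass1, rose, and of 14 Zone 3 genes 6 fell and none rose. With G6pc, Pigr and Cyp7a1, at background level in both groups, 9, 6 and 7 were called lower, the same as when adjusted over the list alone. Their mean differences were -1.67, -2.21 and -1.43 (camera, adjusted p = 0.0106, 0.00613 and 0.0248, and adjusted p = 0.125, 0.141 and 0.137 with an estimated correlation), while the medians were -0.37, -0.56 and -0.44, as a few genes such as Krt18 (-7.81), Cyp2f2 (-7.47) and Glul (-4.47) carried the means. Of 27 genes of xenobiotic metabolism 18 fell and 7 rose, the same as when adjusted over the list alone (mean -1.98; camera, adjusted p = 0.00183, and adjusted p = 0.0954 with an estimated correlation). Among them Ephx2 fell by 7.43, and Cyp1b1 and Nqo1, named after their values were seen, rose by 5.42 and 2.98. Centred on the reference genes, 5 of these 27 rose and 20 fell, and none of the Zone 1 genes rose. Under that scaling 19 of the 22 hepatocyte markers, 11 of the 12 Zone 1 genes and 14 of the 14 Zone 3 genes were called lower. Centred on the hybridization controls, 8, 4 and 5 of them were called lower and 1 of each list was called higher. Of the Wnt pathway genes that the paper names, Gsk3b rose by 0.44 (adjusted p = 0.046 from limma), and Ctnnb1 and Rspo1 did not pass the test, with 0.29 and -1.45. Rspo1 was 6.59 on the array of AC replicate 1 and at background level on the other AC arrays, at 3.69 and 4.07, and without that array the differences of Ctnnb1 and Rspo1 were 0.45 and -0.54 and passed the test (adjusted p = 0.014 and 0.0151 from limma), the latter between levels at background. Centred on the reference genes, Gsk3b and Ctnnb1 turned to -0.25 and -0.40.

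Of 31 Wnt pathway genes 7 rose and 8 fell (7 and 10 called with Rnf43 and Dkk3, and 8 and 10 when adjusted over the list alone), with Ccn4 higher by 5.72 and Fzd4 and Sfrp5 lower by -4.61 and -4.43. The mean was -0.04, the median 0.21 and camera's direction upward (adjusted p = 0.67, and adjusted p = 0.704 with an estimated correlation). Counts for some of the lists below moved with the scaling. Centred on the reference genes, 12 pluripotency factors and 12 skeletal muscle, 13 lymphocyte and 5 erythroid markers were called lower. Centred on the hybridization controls, 1, 2, 1 and 1 were. Leaving out each array gave 2 to 5, 2 to 5, 2 to 8 and 1 to 3. Of 12 pluripotency factors 3 fell and none rose (4 called lower with Nanog, the same as when adjusted over the list alone), with Klf4 and Klf2 lower by -1.57 and -0.97 and 7 of the 12 at background level in both groups (mean -0.43; camera, adjusted p = 0.157). Of 13 brown and beige adipocyte markers 6 fell and 2 rose (7 called lower with Ucp1, and 8 and 2 when adjusted over the list alone; mean -1.42; camera, adjusted p = 0.032, and adjusted p = 0.141 with an estimated correlation). Cox8b fell by 6.21 and Cidea by 3.81. Of 12 pericyte and vascular smooth muscle markers 9 fell and 2 rose, the same as when adjusted over the list alone (mean -1.86; camera, adjusted p = 0.00682, and adjusted p = 0.264 with an estimated correlation), with Rgs5 lower by -7.03. Of 12 skeletal muscle markers 4 fell and none rose (5 called lower with Tnnt3, the same as when adjusted over the list alone; mean -0.94; camera, adjusted p = 0.0371, and adjusted p = 0.295 with an estimated correlation), with Myl1 lower by -5.83. Of 14 lymphocyte markers 5 fell and 1, Thy1, rose (6 called lower with Nkg7, and 9 and 1 when adjusted over the list alone; mean -0.56; camera, adjusted p = 0.0692), with Ighm lower by -6.73. Of 5 erythroid markers 1, Alas2, fell by 3.01, the same as when adjusted over the list alone (mean -0.78; camera, adjusted p = 0.226), and of 10 mesothelial markers none rose or fell (Lrrn4 and Gpm6a called lower at background level in both groups, and 1 called when adjusted over the list alone; mean -0.15, median 0.02; camera, adjusted p = 0.67).

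Groups of single probe sets did not overlap in 51.9% of the probe sets, against 10% by chance for 3 against 3 arrays. Other genes with the largest increases in DFAT cells were Hs6st2 (7.56), Ankrd1 (7.20) and Hmga2 (6.76), and others with the largest decreases were Gnai1 (-9.55) and Orm1 (-8.99).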
